A study of Mus musculus with 3 samples. Its data were reported in "Therapeutic resistance and susceptibility is shaped by cooperative multi-compartment tumor adaptation" (2019).

How the data were processed

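Messenger RNA was profiled in single cells of 3 mouse melanomas, 1 untreated, 1 that had regressed under vemurafenib and 1 that had progressed under it. Vemurafenib is an inhibitor of the mutant Braf kinase. The authors deposited 1 table of counts per tumor, with genes given as Entrez IDs and 2 further features named tdTomato and tWPRE, and 1 table with a cluster name for each cell. The values of the deposited tables are counts of unique molecular identifiers (UMIs), the random tags that let copies of 1 captured RNA molecule be counted once. The labels of each cell (tumor, cluster name, cluster number) are of the other unit in the deposited cell table, and its total UMIs and genes detected per cell are counts that the authors made. According to the study's methods, libraries were made with a droplet kit that reads transcript ends, reads were aligned to the mouse genome build GRCm38 with GSNAP, uniquely mapped reads that overlapped exons in sense orientation were counted, and cells with under 300 UMIs were left out. The annotation release was not stated. The cells were clustered by the authors with Seurat and named by marker genes.

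The tables were checked against each other. Each held 36530 features, and the number of genes detected matched the deposited number in all 12670 cells. The sums of the count tables exceeded the deposited totals by 5.02%, by 5.17% in the untreated, 6.09% in the regressed and 4.42% in the progressed tumor, and the source of the excess was not found. Of the features with at least 20 UMIs, 79 held the same counts in every cell as another feature, in 34 sets, and these counted 1.47% of UMIs again. Entrez IDs were matched to symbols for 31049 features. The other 5479 IDs, with 3.74% of UMIs, kept their number as a name and stayed in the totals. No cell held under 300 UMIs. Cluster names were kept as deposited. For a check, the 10 genes that stood out most in each of 19 clusters were compared with marker genes written down beforehand: 5 clusters held a marker of their own class among the 10, 14 held none, and 0 held more markers of another class than of their own. The markers covered no dendritic cells. Monocytes2, counted here with monocytes and macrophages by its name (69 untreated, 57 regressed and 161 progressed cells), held none of their markers, and its 10 genes included Ccl22, Ccl17, Cd207, Flt3, H2-Oa and H2-Ob, which are known from dendritic cells, so what this class holds is uncertain.

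Cells were placed in 3 compartments by cluster name: tumor cells (Tumor1, Tumor2), non-immune stroma (Stroma1 to Stroma10) and immune cells (macrophages, monocytes, neutrophils, mast cells, NK/T cells). Blood vessel, dividing, red blood, mitochondria-rich and undefined clusters were left out of the compartments, 8.94% of untreated, 11.8% of regressed and 12.0% of progressed cells, but stayed in the shares of all cells. tdTomato and tWPRE were added up and are called the transgene. The labels do not describe tWPRE. Shares and cell ratios carry exact Clopper-Pearson 95% intervals. Expression is given as counts per 1000000 UMIs (CPM) of the summed UMIs of a compartment with exact Poisson 95% intervals, and 2 tumors are compared by the log2 ratio of CPM with the exact conditional binomial 95% interval. A gene with 0 UMIs was set to a floor of 3 UMIs over the group, which makes its ratio a bound. With 1 tumor per group no test between groups was possible, cells were not treated as replicates, and the intervals cover counting error only.

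Depth sets the precision. The compartment sums held 263922 UMIs in untreated, 596002 in regressed and 839624 in progressed tumor cells. In stroma they held 14077230, 6424698 and 17590557 UMIs, and in immune cells 4501604, 2887780 and 3009340 UMIs. Shares of cells with a UMI of a gene rise with depth, so they were also computed after thinning every cell to 1000 UMIs with a fixed seed. Thinning left out 244 of the 410 regressed tumor cells, 3 of 48 untreated and 5 of 160 progressed ones.

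The gene lists were the study's 9 MAPK target genes, its 8 melanocyte markers and the 21-gene melanocyte signature it used, and lists written before the data were examined of 9 collagen crosslinking genes, 12 TGF-beta target genes and 9 antigen presentation genes. The TGF-beta list stands in for the study's fibroblast response list, which is given there by citation only. For each list, the median of its genes' log2 ratios was placed among 10000 random lists of the same size matched on mean expression in 20 bins, over genes with at least 5 UMIs in the 2 tumors. A module score per cell (scanpy, 100 control genes, 25 bins) was summarised as a mean. Further lists were written during the work: heat shock (7 genes) before its values were computed, hypoxia (15 genes) after Bnip3, Ero1a and Gpi1 had been seen, and immediate early (7 genes) and epidermal genes (10 genes) after some of their members had been seen. Genes named beyond these lists follow a rule set before the data were examined. For tumor cells, stroma and monocytes/macrophages it took the 3 genes with the largest and the 3 with the smallest CPM ratio, regressed against untreated and progressed against regressed. A gene needed at least 100 CPM and 20 UMIs in the tumor where it was higher. Mitochondrial, ribosomal-protein, haemoglobin and immunoglobulin genes, Xist, Y-linked genes and genes higher in another compartment were left out. Ribosomal-protein genes were found by symbol, here and in the alternative denominator, so a gene without a symbol could not be left out as one. Dct, Tyrp1, Sfrp5, Col1a1 in tumor cells, Hbb-bs, Xist and the Y-linked genes named elsewhere were chosen after their values were seen, or belong to the lists above.

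Alternatives set before the data were examined were equal weight per cell, thinning, TMM scaling, a denominator without mitochondrial, ribosomal and haemoglobin genes, leaving out the 5% of cells with the most UMIs, cells marked as doublets or cells with over 10% mitochondrial UMIs, other definitions of tumor cells and stroma, other ways to combine a list, and other matching. Alternatives chosen after seeing the data were the deposited totals as denominator, leaving out the 5% of cells with the highest doublet score, monocytes/macrophages alone, Tumor1 alone in the cell ratio, leaving out pigment-gene-rich cells, stroma clusters shared by the 3 tumors, the MAPK sum without Phlda1 and Dusp6, monocytes/macrophages without Monocytes2, the medians of the crosslinking and TGF-beta lists and their sums without the most abundant gene, and every alternative for the antigen presentation sums. TMM factors from edgeR (untreated, regressed, progressed) were 1.02, 1.04 and 0.949 in tumor cells, 0.958, 1.14 and 0.919 in stroma, and 0.820, 1.23 and 0.989 in immune cells. Scrublet, as run in scanpy with an expected 5% of doublets, marked 2 untreated, 1 regressed and 3 progressed cells, too few for it to have worked, so doublets remain in the data.

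The ratios and list percentiles were tested on simulated data, drawn from the real summed counts with 200 genes changed by a known amount. The sign was recovered for 100% of the changed genes in tumor cells (2711 genes) and in stroma (12272 genes). The 95% intervals held the true ratio for 95.6% and 95.9% of genes. A list of 9 raised genes reached percentile 100 in both. Of 200 unchanged lists, 7.5% in tumor cells and 7.0% in stroma fell outside percentiles 5 to 95. The simulated counts were independent Poisson draws for genes with enough expected UMIs. UMIs gathered in a few cells were not simulated, so for such genes the real intervals may be too narrow. Tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16. Gene positions are those of GENCODE release M21 on GRCm38.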

Results

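The data were single-cell profiles of 3 melanomas from a mouse model in which a mutant Braf allele is switched on in melanocytes, so that tumors arise in the animal's own skin. The groups were untreated, regressed under vemurafenib and progressed under vemurafenib, with 1 tumor each. The libraries held 4095 untreated, 3726 regressed and 4849 progressed cells, with 22202192, 12413268 and 26948940 UMIs. The regressed library was the shallowest, with a median of 2658 UMIs per cell against 4496 in the untreated and 4566 in the progressed one. No difference between tumors could be compared with a spread between animals, since each group held 1 tumor.

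The regressed tumor also differed in the sex of its transcripts and in haemoglobin RNA. Xist, the RNA of the inactive X chromosome, reached 1494 CPM in untreated and 1735 CPM in progressed cells, against 0.403 CPM (5 UMIs) in regressed cells. Y-linked transcripts reached 221 CPM in regressed cells, 1.40 CPM in untreated and 1.74 CPM in progressed cells. Haemoglobin genes took 3.96% of regressed UMIs, 0.272% of untreated and 0.00848% of progressed UMIs. The haemoglobin transcript Hbb-bs was found at 1288 to 1704 CPM in each of 9 regressed cell groups other than red blood cells, and at 16.5 to 49.9 CPM in untreated groups of at least 10 cells.

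The first question was which immune cells were present in each tumor. The tumors held 1053 untreated, 957 regressed and 683 progressed immune cells. Monocytes and macrophages made up 57.5% of untreated immune cells (54.5 to 60.6), 41.5% of regressed (38.3 to 44.7) and 81.0% of progressed ones (77.8 to 83.8). NK/T cells made up 3.80% (2.73 to 5.14), 24.9% (22.2 to 27.7) and 6.00% (4.34 to 8.06). Neutrophils fell from 37.1% (34.2 to 40.1) in the untreated to 22.6% (19.96 to 25.4) in the regressed and 0.586% (0.160 to 1.49, 4 cells) in the progressed tumor. Mast cells were 1.52% (0.871 to 2.46), 11.1% (9.16 to 13.2) and 12.4% (10.1 to 15.2). The alternative that moved these shares most was the share of all cells of a tumor, under which monocytes and macrophages held 14.8%, 10.7% and 11.4%, so that the progressed tumor no longer stood highest. Without the cluster Monocytes2, the other monocytes and macrophages made up 51.0%, 35.5% and 57.4% of immune cells. NK/T cells stayed highest in the regressed tumor, at 6.39% of all cells against 0.977% and 0.846%.

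**Figure D1:**
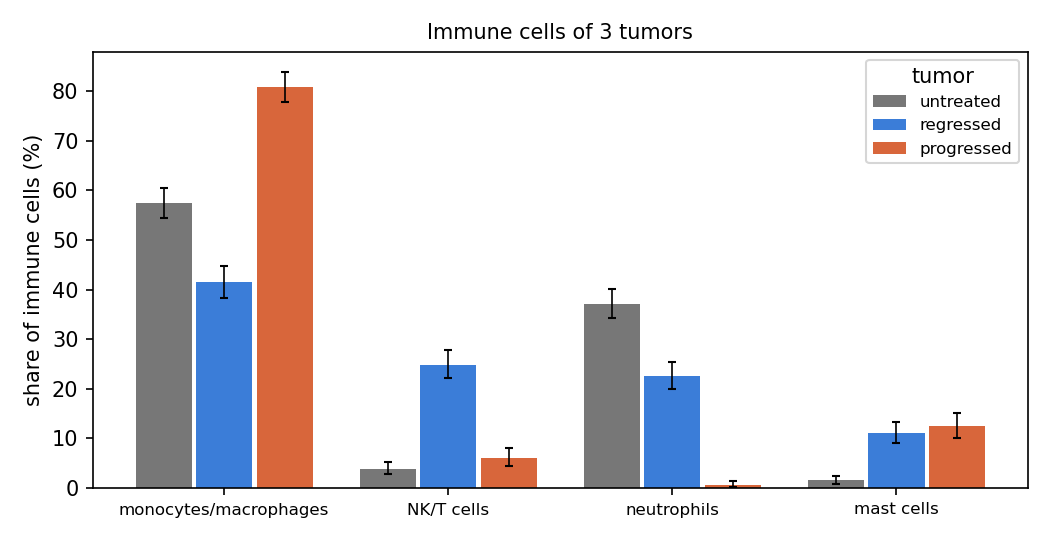
Share of immune cells (%) in 4 classes for each of the 3 tumors. Bars are shares with exact 95% binomial intervals, and NK/T cells are highest in the regressed tumor at 24.9%.

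The second comparison was the number of non-immune stromal cells per tumor cell. The untreated tumor held 2628 stromal and 48 tumor cells, a ratio of 54.75 (41.2 to 74.4). The regressed tumor held 1918 stromal and 410 tumor cells, a ratio of 4.68 (4.20 to 5.22), and the progressed tumor 3422 and 160, a ratio of 21.4 (18.2 to 25.2). Tumor2 cells were 349 of the 410 regressed tumor cells, 4 of the untreated and 4 of the progressed ones, and they were shallow, with a median of 768 UMIs in the regressed tumor. Tumor1 alone moved the ratio most among the alternatives and gave 31.4 (24.4 to 41.3) in the regressed tumor against 59.7 and 21.9, so that the progressed ratio became the lowest. With cells of at least 1000 UMIs the regressed ratio was 10.4 (8.90 to 12.3), and with tumor cells that held a transgene UMI it was 8.96 (7.78 to 10.4). The transgene stood at 1308 CPM in regressed Tumor2 cells, 1509 CPM in regressed Tumor1 cells and 36.7 CPM in regressed stroma.

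**Figure D2:**
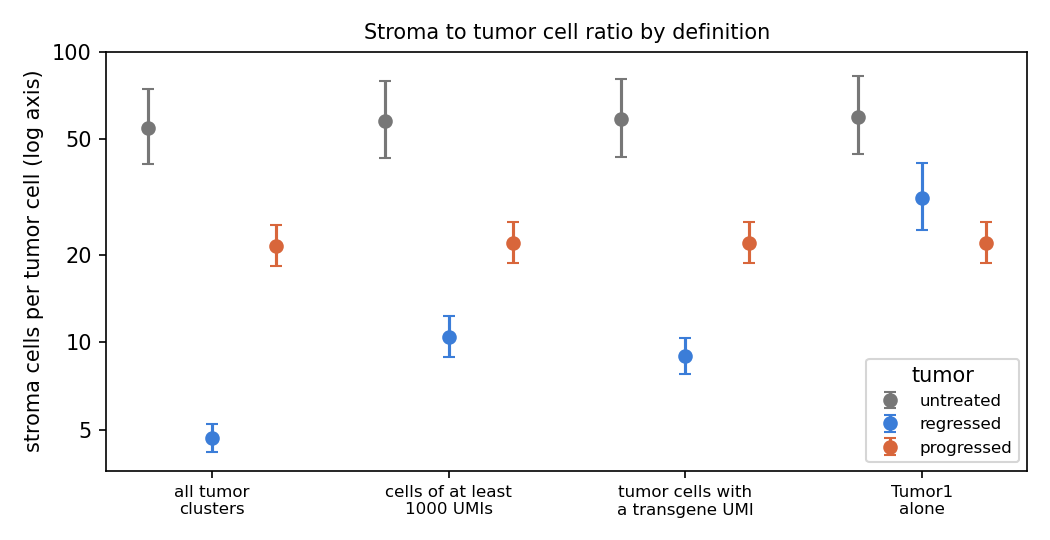
Stromal cells per tumor cell (log axis) in each of the 3 tumors under 4 definitions of the cells counted. Points are ratios with intervals from the exact 95% binomial interval; the regressed ratio runs from 4.68 with all tumor clusters to 31.4 with Tumor1 alone.

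MAPK signalling lies downstream of Braf, and the question was whether its target genes changed in each compartment. The 9 genes summed to 1478 CPM in untreated, 1243 CPM in regressed and 2769 CPM in progressed tumor cells. The log2 ratio was -0.25 (-0.43 to -0.07) for regressed against untreated and 1.16 (1.04 to 1.28) for progressed against regressed. In stroma the sums were 1237, 642 and 1577 CPM, with log2 ratios of -0.95 (-0.996 to -0.898) and 1.30, and 0.35 (0.32 to 0.38) for progressed against untreated. In immune cells the sums were 499, 335 and 435 CPM, with log2 ratios of -0.57 and 0.38, and -0.20 (-0.30 to -0.10) for progressed against untreated. Progressed tumor cells stood above untreated ones by 0.91 (0.75 to 1.06). Among the alternatives, the median of the genes' log2 ratios moved a MAPK result most, to 0.89 in immune cells for regressed against untreated.

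Much of each sum came from Phlda1 (Entrez ID 21664, chromosome 10, 111506286 to 111508645, protein-coding), which held 65.6% of the list's UMIs in tumor cells, 64.2% in stroma and 51.9% in immune cells. Without Phlda1 the log2 ratio for regressed against untreated was 0.17 (-0.11 to 0.46) in tumor cells, -0.23 (-0.29 to -0.16) in stroma and 0.26 (0.11 to 0.41) in immune cells. For progressed against regressed it was 0.45 (0.26 to 0.64) in tumor cells, 0.43 (0.37 to 0.50) in stroma and -0.16 (-0.32 to -0.00032) in immune cells. The immune values without Phlda1 changed sign under TMM scaling, to -0.33 and 0.16. For regressed against untreated the median differed in sign from the sum in tumor cells (0.36) and immune cells (0.89), and was -0.039 in stroma. Leaving out the 5% of cells with the most UMIs also took the ratio in tumor cells to 0.0098. Without both Phlda1 and Dusp6, the other 7 genes gave 0.74 (0.37 to 1.14) in tumor cells, 0.15 (0.08 to 0.23) in stroma and 0.55 (0.33 to 0.78) in immune cells for regressed against untreated. For progressed against regressed they gave 0.0081 (-0.22 to 0.24) in tumor cells and 0.028 (-0.046 to 0.10) in stroma, where higher values of Etv4, Fosl1 and Spry4 were offset by lower ones of Dusp4 and Etv1 in both compartments and of Spry2 in stroma. Single genes moved in both directions: in stroma, with plain totals, 4 of the 9 were lower in the regressed than in the untreated tumor, 3 were higher, and the intervals of 2 held 0. Among them Dusp6 fell from 160 to 64.8 CPM and Dusp4 rose from 2.202 to 12.6 CPM. In tumor cells Phlda1, Dusp6 and Fosl1 were lower and Dusp4 and Etv1 were higher. Against matched random lists, the medians for regressed against untreated stood at percentile 88.2 in tumor cells, 29.6 in stroma and 89.7 in immune cells. For progressed against regressed they stood at 100, 99.5 and 75.02. Of the percentiles, that in stroma for regressed against untreated moved most, to 41.1 with matching on the untreated tumor alone. The mean module score per cell was 0.0904, 0.0389 and 0.299 in untreated, regressed and progressed tumor cells. After thinning these means were 0.0314, 0.0244 and 0.255. In stroma the mean score was 0.0589, -0.0363 and 0.0914, and in immune cells -0.0468, -0.109 and -0.0911.

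**Figure D3:**
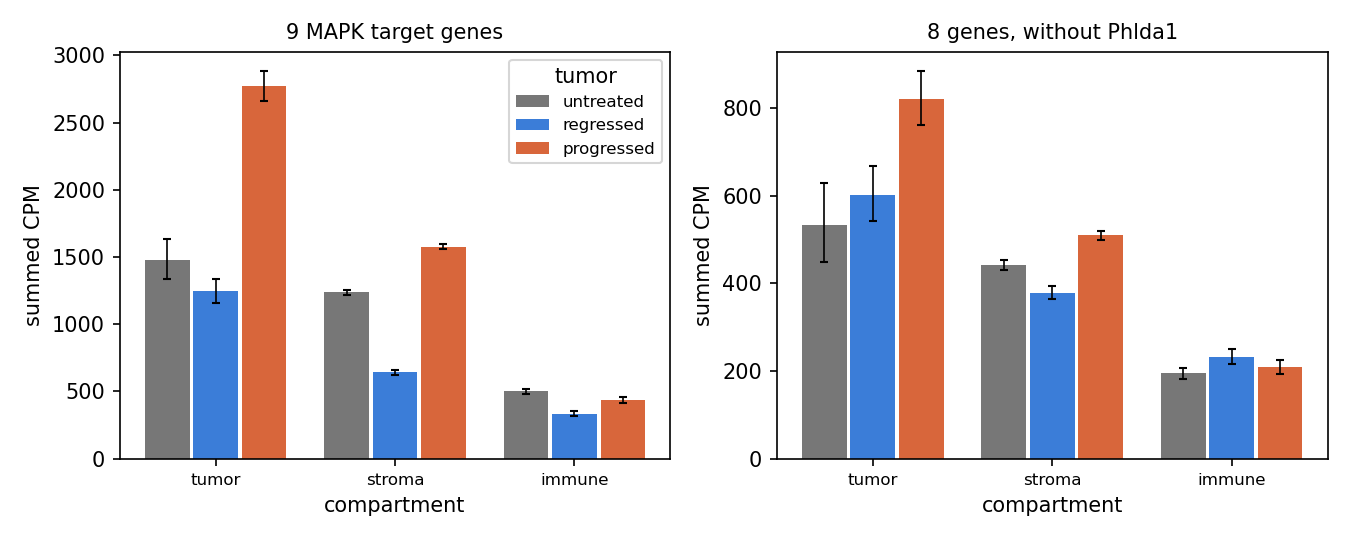
Summed CPM of the 9 MAPK target genes (left) and of the 8 genes without Phlda1 (right) in tumor, stromal and immune cells of each of the 3 tumors. Bars are CPM with exact 95% Poisson intervals; without Phlda1 the stromal sums are 442, 379 and 509.9 CPM in the untreated, regressed and progressed tumor.

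Melanocyte genes were measured to ask whether tumor cells were less differentiated at progression. The 8 markers summed to 417 CPM in untreated, 762 CPM in regressed and 251 CPM in progressed tumor cells, with log2 ratios of 0.87 (0.57 to 1.18) for regressed against untreated, -1.60 for progressed against regressed and -0.73 for progressed against untreated. The 21-gene signature summed to 1353, 2552 and 705 CPM, with log2 ratios of 0.92, -1.86 and -0.94. Percentiles among matched lists were 100, 0 and 11.7 for the 8 markers and 99.2, 0 and 0 for the 21 genes. The alternative that moved these results most was Tumor2 alone, with 4 untreated and 4 progressed cells, where the 21 genes stood at 3.07 for progressed against regressed. Cells with at least 10 UMIs of Dct, Pmel and Tyrp1, called pigment-gene-rich, were 2 of 48 untreated, 7 of 410 regressed and 1 of 160 progressed tumor cells, and they held 98.8%, 99.0% and 94.4% of the UMIs of these 3 genes. Without these cells the 8 markers gave -0.20 (-0.63 to 0.25), -0.20 (-0.54 to 0.14) and -0.40 (-0.82 to 0.03), and the 21 genes 0.27 (-0.0067 to 0.56), -0.94 (-1.16 to -0.72) and -0.66 (-0.95 to -0.36). Since these cells were chosen by genes of the lists, leaving them out had to lower the sums. The lists without Dct, Pmel and Tyrp1 gave 0.13 (-0.26 to 0.55) for 6 markers and 0.39 (0.15 to 0.63) for 18 genes over all tumor cells for regressed against untreated. For progressed against regressed they gave -0.34 (-0.64 to -0.045) and -1.25 (-1.45 to -1.06). Thinning and equal weight per cell also reversed one list each for regressed against untreated, to -0.059 for the 8 markers and -0.066 for the 21 genes, and with transgene-positive cells alone the 21 genes stood at 0.30 for progressed against untreated.

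Next, 2 factors that recruit stromal cells were measured in tumor cells. Pdgfa (Entrez ID 18590, chromosome 5, 138976014 to 138997370, protein-coding) stood at 599 CPM in untreated, 478 CPM in regressed and 1005 CPM in progressed tumor cells. Its log2 ratio was -0.32 (-0.61 to -0.03) for regressed against untreated, 1.07 (0.88 to 1.27) for progressed against regressed and 0.75 (0.501 to 1.002) for progressed against untreated. The alternative that moved it most was Tumor2 alone, at 2.32 for regressed against untreated with 4 untreated cells and -0.97 for progressed against regressed with 4 progressed cells. Tumor1 alone also reversed the former, to 0.30 (-0.043 to 0.65), took the latter to 0.23 (-0.038 to 0.51) and left progressed against untreated at 0.53 (0.28 to 0.79). In cells thinned to 1000 UMIs, 44.4% of untreated, 38.6% of regressed and 65.2% of progressed tumor cells held a Pdgfa UMI, against 0.885%, 0.577% and 0.735% of stromal cells. Without thinning 41 of 48, 142 of 410 and 152 of 160 tumor cells held one, at median depths of 4078, 832 and 4655.5 UMIs, against 4.03%, 2.61% and 2.95% of stromal cells at 4654, 3151.5 and 4388 UMIs.

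Tgfb1 (Entrez ID 21803, chromosome 7, 25687002 to 25705077, protein-coding) stood at 133 CPM in untreated, 193 CPM in regressed and 182 CPM in progressed tumor cells. The intervals of its log2 ratios held 0 in each comparison: 0.54 (-0.016 to 1.13), -0.083 (-0.44 to 0.28) and 0.46 (-0.079 to 1.03). No difference was detectable at this depth with plain totals; the last was 0.56 (0.021 to 1.13) under TMM scaling, 1.63 (-0.046 to 3.98) after thinning and 1.94 (-0.49 to 4.36) with Tumor2 alone. The sign of the second was the other one under 5 of 12 alternatives, at up to 0.84 with Tumor2 alone. The thinned shares of tumor cells with a Tgfb1 UMI were 6.67%, 10.8% and 19.4%, against 7.73%, 9.35% and 11.6% of stromal cells, and only in the progressed tumor did the interval of the tumor share (13.5 to 26.5) lie above that of stroma (10.5 to 12.7); in the regressed tumor it was 6.55 to 16.6. Unthinned, 19 of 48, 78 of 410 and 80 of 160 tumor cells held a Tgfb1 UMI, and 30.4%, 24.97% and 38.7% of stromal cells, at the same median depths.

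In non-immune stroma the question was whether matrix genes changed. Tgfb1 stood at 81.4, 93.2 and 127 CPM in the untreated, regressed and progressed tumor, with log2 ratios of 0.20 (0.05 to 0.34) for regressed against untreated, 0.44 (0.31 to 0.58) for progressed against regressed and 0.64 (0.54 to 0.74) for progressed against untreated. TMM scaling reversed the first of these to -0.050, and the clusters shared by the 3 tumors to -0.45. Col1a1 (Entrez ID 12842, chromosome 11, 94936224 to 94953042, protein-coding) stood at 6804, 3996 and 7198 CPM. Its log2 ratios were -0.77 (-0.79 to -0.75), 0.85 (0.83 to 0.87) and 0.08 (0.07 to 0.09), and the last fell to -0.024 after thinning and to -0.010 with equal weight per cell. Tgm2 (Entrez ID 21817, chromosome 2, 158116402 to 158146436, protein-coding) stood at 60.2, 49.3 and 90.7 CPM, with log2 ratios of -0.29 (-0.48 to -0.10), 0.88 (0.70 to 1.06) and 0.59 (0.47 to 0.71). The alternative that moved a stromal result most concerned Tgm2: stroma clusters with at least 10 cells in every tumor, weighted equally, gave -1.71 for regressed against untreated. These 4 clusters held 825 untreated, 63 regressed and 2190 progressed cells, since 1537 of the 1918 regressed stromal cells lay in Stroma10, which held 4 untreated and 7 progressed cells.

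**Figure D4:**
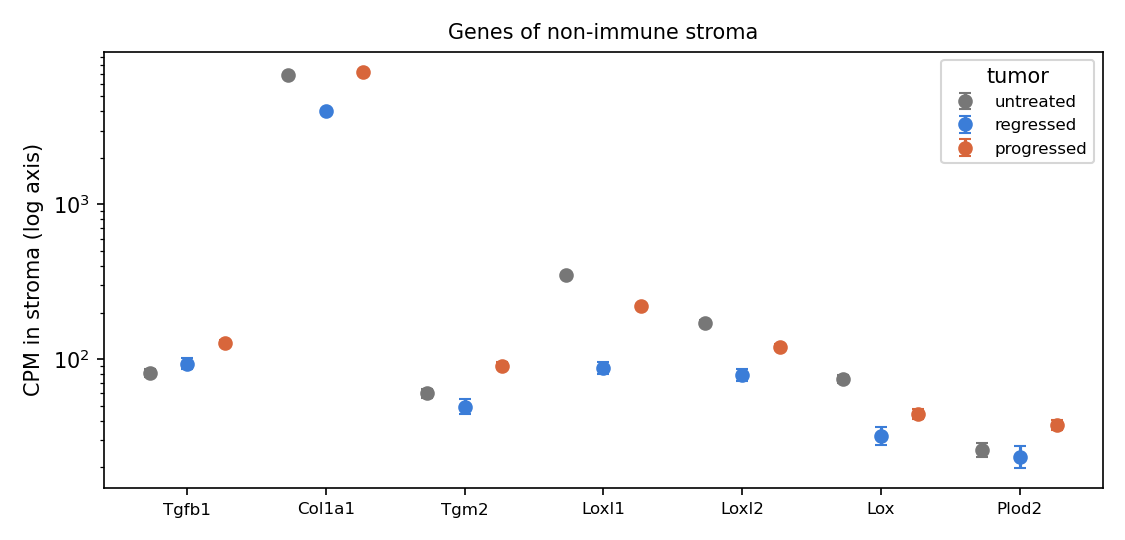
CPM (log axis) of 7 genes in non-immune stroma of each of the 3 tumors. Points are CPM of summed UMIs with exact 95% Poisson intervals; the regressed tumor is the lowest of the 3 for 6 of them and not for Tgfb1, whose order at 81.4, 93.2 and 127 CPM changes under TMM scaling.

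The 9 crosslinking genes summed to 815 CPM in untreated, 387 CPM in regressed and 651 CPM in progressed stroma, with log2 ratios of -1.08, 0.75 and -0.32 for regressed against untreated, progressed against regressed and progressed against untreated. Among matched lists they stood at percentiles 0.28, 99.9 and 27.4. The 12 TGF-beta target genes summed to 3862, 2997 and 4984 CPM, with log2 ratios of -0.37, 0.73 and 0.37 and percentiles 0, 100 and 76.2. Tgfbi held 43.5% of the TGF-beta sum, and without it the list stood at -0.78, 0.76 and -0.025 (-0.045 to -0.0049), so that without Tgfbi no rise of progressed against untreated was left; 5 of the 12 genes were higher there and 4 lower. Loxl1 held 36.8% of the crosslinking sum, and without it that list stood at -0.65, 0.52 and -0.12. The medians had the sign of their sums, except that of the 12 TGF-beta genes for progressed against untreated, at -0.048; the 11 of them with enough UMIs for the percentile had a median of 0.064. TMM scaling shifts every log2 ratio of a compartment alike, by -0.25, 0.31 and 0.06 in stroma, by -0.59, 0.32 and -0.27 in immune cells and by -0.025, 0.13 and 0.10 in tumor cells, in the same order of comparisons.

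An antigen presentation list of 9 genes was measured in the 3 compartments. For regressed against untreated its log2 ratio was -0.62 (-0.73 to -0.50) in tumor cells, 0.39 (0.36 to 0.41) in stroma and 0.39 (0.37 to 0.42) in immune cells. The alternative that moved these values most was TMM scaling, under which the immune value was -0.19 and the stromal value 0.14. The percentiles were 5.41, 94.6 and 87.0. For progressed against untreated the log2 ratios were 0.74, 0.84 and 0.75, with percentiles 99.2, 99.8 and 99.99. For progressed against regressed they were 1.35, 0.46 and 0.35, and the stromal value was -0.027 without B2m, which held 63.2% of that sum. Within Tumor1 cells the ratio for regressed against untreated was -0.038 (-0.18 to 0.11).

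The rule for named genes gave 36 entries, and 26 of them were also given by a rule with a minimum of 50 CPM and 10 UMIs. In tumor cells, the genes lower in the regressed than in the untreated tumor were Cxcl5 (0 against 68 UMIs, at least 51.2-fold lower), Cldn11 (1 against 65 UMIs, log2 ratio -7.20, interval -12.52 to -4.67) and Rn7sk (0 against 55 UMIs, at least 41.4-fold lower). The Cldn11 ratio was the named value that moved most, to -1.42 without the 5% of cells with the most UMIs. Those higher were Spp1 (1659 against 15.2 CPM, log2 ratio 6.77), Gpi1 (5.65) and Bnip3 (5.31, 2 UMIs in the untreated tumor, interval 3.43 to 8.37). In progressed against regressed tumor cells, Spp1 (3 UMIs, -8.86, interval -11.14 to -7.31), Ero1a (-5.75) and Prkg2 (2 UMIs, -5.97, interval -9.04 to -4.07) were lower. Tagln (6.27, 1 UMI in the regressed tumor, interval 3.77 to 11.59), Sfrp5 (3.56) and Myl9 (2.85) were higher. Spp1, Gpi1, Bnip3 and Ero1a were higher in regressed Tumor2 cells than in the other regressed cell groups compared. With monocytes and macrophages pooled and dividing cells not among the groups, 3.37 was the lowest ratio of the 4. Single clusters came closer: Spp1 stood at 2205 CPM in Tumor2 and 1088 CPM in Monocytes1, and Gpi1 at 960 CPM in Tumor2 and 340 CPM in dividing cells.

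In stroma, Saa3 (-6.45), Il6 (-4.79) and Sele (-4.05) were lower in the regressed than in the untreated tumor, and Il6 (4.18), Cxcl1 (3.28) and Ptx3 (2.81) were higher in the progressed than in the regressed tumor. Mir6240 (8.11), Mir6236 (6.03) and the gene with Entrez ID 19791 (5.15) were higher in regressed than in untreated stroma and lower in progressed than in regressed stroma, where Mir6240 held 0 UMIs (at least 1036-fold lower) and the other 2 stood at -4.99 and -6.05. ID 19791 was higher in the regressed than in the untreated tumor in each of 9 cell groups, by log2 ratios of 4.29 to 5.75.

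In monocytes and macrophages, Retnla (Entrez ID 57262, chromosome 16, 48842551 to 48844461, protein-coding) held 5201 UMIs in the untreated, 1 in the regressed and 19842 in the progressed tumor. Its log2 ratio was -11.49 (-16.80 to -9.01) for regressed against untreated and 13.55 (11.07 to 18.85) for progressed against regressed. Fcna (-4.71) and Wfdc21 (-4.44) were also lower in the regressed tumor, and Tpsb2 (5.42), Krt1 (4.72) and Cma1 (3.97) were higher. S100a9 (-7.28), S100a8 (-5.87) and Ifitm1 (-5.56) were lower in the progressed than in the regressed tumor, and H2-M2 (4.46) and Cd207 (3.78) were higher. Of these 2 genes, 266 of 291 and 295 of 295 progressed UMIs lay in the cluster Monocytes2. In the regressed tumor, Tpsb2, Krt1, Cma1, S100a8 and S100a9 stood in monocytes and macrophages at 0.861 to 1.56 times their CPM in NK/T cells, and Ifitm1 at 16.8 times. None of the named values changed sign under the alternatives run.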

Values the study reported

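The paper reports ratios of non-immune stromal cells to tumor cells of 55 in the treatment-naive and 21 in the vemurafenib-progressed tumor, against 5 in the regressing tumor. Loading was set to reach about 6000 cells per sample, and cells with fewer than 300 UMIs were excluded.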

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

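The tests in this part were chosen only after the result was seen, with these exceptions. The percentiles of the antigen list and the immune MAPK sum without Phlda1 with plain totals were set beforehand. The tests of the antigen list within Tumor1 cells and within monocytes/macrophages with plain totals were written down before their values were seen. They were counted among the alternatives for the antigen sums only later, after the data had been seen.

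The MAPK list moved apart between compartments when the progressed tumor is set against the untreated one. Its log2 ratio was 0.91 in tumor cells and 0.35 in stroma, and -0.20 in immune cells. The difference between the compartments was not tested. Within monocytes/macrophages the log2 ratio was 0.084 (-0.040 to 0.21), which is in line with a change in the make-up of the immune cells, since neutrophils fell from 37.1% to 0.586% of them. With Monocytes2 left out as well it was 0.27 (0.14 to 0.41). Phlda1 alone as the source of the lower immune sum cannot be ruled out, since the sum of the other genes depended on the scaling. Of these, 2 were lower beyond counting error with plain totals, Fosl1 at -3.46 (-4.80 to -2.37) and Spry2, while 3 were higher. Without Phlda1 the immune log2 ratio was 0.10 (-0.050 to 0.25) with plain totals and -0.17 (-0.32 to -0.020) under TMM scaling. For the rise in stroma, the make-up of the stroma clusters cannot be told apart from a change within them, since the result depends on how the clusters are weighted. Over 7 clusters with at least 10 cells in both tumors, a make-up fixed at the UMIs of both tumors gave 0.14 (0.08 to 0.20), that of the untreated tumor -0.0094 (-0.13 to 0.11) and that of the progressed tumor 0.23 (0.17 to 0.29), with 3 clusters higher and 1 lower. The 4 clusters shared by the 3 tumors gave 0.015. The rise in tumor cells, 0.75 without Phlda1 and Dusp6, may be a response to long treatment, as may any part of the stromal rise within clusters, which was not tested and which 1 tumor per group cannot separate from differences between animals.

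The antigen presentation list moved apart between compartments for the regressed against the untreated tumor, at -0.62 in tumor cells against 0.39 in stroma and 0.39 in immune cells. The difference was not tested. Within Tumor1 cells the log2 ratio was -0.038 (-0.18 to 0.11), which suggests that the lower value of tumor cells may come from Tumor2 cells, 85.1% of regressed tumor cells and 8.33% of untreated ones. A shift in the RNA composition of the regressed library may account for the immune value, which TMM scaling took to -0.19. The stromal value stayed above 0 under that scaling, at 0.14 (0.11 to 0.17), which argues against RNA composition as its whole cause. The make-up of the immune cells cannot be told apart from a change within a type, since monocytes/macrophages gave 0.21 (0.18 to 0.25) with plain totals and -0.013 (-0.048 to 0.023) under TMM scaling. Against matched lists the 3 medians stood at percentiles 5.41, 94.6 and 87.0.

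Transcripts outside the comparisons of the study differed by tumor. Y-linked genes stood at 221 CPM in all cells of the regressed tumor, against 1.40 CPM in the untreated and 1.74 CPM in the progressed one. In regressed tumor, stromal and immune cells they stood at 205, 226 and 243 CPM, so the lowest compartment was at 205. Cells of a female and a male animal mixed in 1 library are argued against by Xist, found in 0.134% of regressed cells. Cells of 2 male animals would give the same value, and such a mixture was not tested. A likely explanation is that the regressed tumor came from a male animal and the other 2 from female animals. The labels give no sex. Sex, animal and treatment therefore coincide, and every contrast with the regressed tumor may hold a part that is due to sex.

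Hbb-bs stood at 1339 CPM in stroma of the regressed tumor, against 31.4 CPM in the untreated and 0.455 CPM in the progressed one. Over 9 regressed groups of cells other than red blood cells, the highest CPM was 1.32 times the lowest. A like level in all types is consistent with free RNA of red blood cells taken up in every droplet, and red blood cells were 60 of the regressed cells, 7 of the untreated and 1 of the progressed ones. More blood in a regressing tumor is a biological alternative for the source of that RNA, and a difference in sample handling a technical one. Neither was tested.

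A list of 10 epidermal genes stood at 47748 CPM in the cluster Undefined2 of the regressed tumor, which no comparison uses. It stood at 46865 CPM in this cluster in the untreated and 46796 CPM in the progressed tumor, and in Undefined1 at 25895, 24468 and 20635 CPM. Of the list, 4 genes had been seen first. The other 6 stood in these clusters at 20.2 or more times their CPM in stroma or tumor cells of the same tumor, which suggests that the cells may be epidermal cells taken with the tumor. In stroma the list stood at 239, 1235 and 340.4 CPM, so some of its RNA was also found outside these clusters. The clusters held 132 and 80 untreated, 121 and 102 regressed, and 194 and 209 progressed cells.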

How the results depend on the processing

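Here R/U stands for the regressed against the untreated tumor, P/R for progressed against regressed and P/U for progressed against untreated, and values are log2 ratios unless another quantity is named. Alternatives chosen only after the data were seen were the deposited totals, the doublet score, monocytes/macrophages alone, Tumor1 alone in the cell ratio, the pigment-gene-rich cells, the shared stroma clusters, the sum without Phlda1 and Dusp6, monocytes/macrophages without Monocytes2, the medians of the crosslinking and TGF-beta lists and their sums without the most abundant gene, and every alternative for the antigen presentation sums. Over 127 results and 1066 alternatives, 730 values stayed within the counting interval of the value reported, 300 moved beyond it and 36 changed direction. For the 60 percentile values the interval was that of the random draws, and 38 of them moved. The number of named genes was judged by a fixed limit. A change of direction was counted only where the interval of the value reported left out 0. Tgfb1 in tumor cells (P/R), whose interval held 0, is therefore not counted, although 5 of its 12 alternatives had the other sign, at 0.0091 to 0.84. The 36 were 15 of 123 MAPK values, 10 of 90 melanocyte values, 3 of 72 values of Pdgfa and Tgfb1 in tumor cells, 6 of 177 stromal values and 2 of 114 antigen values. Of the 330 values of named genes, 291 stayed within the interval, 39 moved and 0 changed direction; Cd207 without Monocytes2 gave no value, with 0 UMIs in the progressed tumor. Leaving out marked doublets or cells with over 10% mitochondrial UMIs, and dividing by the deposited totals, moved none of the values they were run on beyond the interval. No stromal cell was marked as a doublet, so leaving out marked doublets could not move a stromal expression value. For the shifts listed here the cause was not tested, except that a TMM shift follows from its factors, a change without Phlda1, Dusp6 or another most abundant gene comes from that gene, and a change without the pigment-gene-rich cells, chosen by genes of the lists, comes from those cells. Each stroma cluster by itself, with at least 100 cells in every tumor, was not run because no cluster had that many. No paired analysis was possible because each group held 1 tumor.

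Among the results that kept their direction under every alternative run on them were the MAPK list in stroma for P/R (0.028 to 1.60), the MAPK list in tumor cells for P/R (0.0081 to 1.48) and P/U (0.46 to 1.20), the crosslinking list (R/U -1.32 to -0.57, P/R 0.52 to 1.06) and the TGF-beta list (R/U -0.96 to -0.35, P/R 0.64 to 1.32) in stroma, and Tgm2 (R/U -1.71 to -0.014, P/R 0.35 to 2.21). A kept direction means a kept sign only. The lowest MAPK values for P/R, 0.0081 in tumor cells and 0.028 in stroma, came without Phlda1 and Dusp6. Their intervals held 0, so without these genes no rise for P/R was detectable. Among the cell ratios, the untreated ratio stayed above the other 2.

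In tumor cells, cells thinned to 1000 UMIs gave antigen R/U -0.39, P/R 1.25, P/U 0.86, the 8 melanocyte genes R/U -0.059, P/R -0.85, the 21 melanocyte genes R/U 0.55, P/R -1.26, P/U -0.71, Tgfb1 P/R 0.51, P/U 1.63 and MAPK P/U 1.20. In stroma, cells thinned to 1000 UMIs gave MAPK R/U -0.88, P/R 1.13, P/U 0.25, antigen R/U 0.33, P/R 0.64, P/U 0.96, Col1a1 R/U -0.91, P/R 0.88, P/U -0.024, Tgm2 R/U -0.014, P/R 0.35, P/U 0.34, crosslinking R/U -0.94, P/R 0.67, P/U -0.28 and the TGF-beta list P/R 0.69, P/U 0.35. In immune cells, cells thinned to 1000 UMIs gave antigen R/U 0.48, P/U 0.84. Directions changed for the 8 melanocyte genes in tumor cells (R/U) and Col1a1 in stroma (P/U). In tumor cells, equal weight per cell gave antigen R/U -0.83, P/R 1.55, the 8 melanocyte genes R/U 0.032, P/R -0.58, the 21 melanocyte genes R/U -0.066, P/R -0.45, P/U -0.52 and Pdgfa R/U -0.93, P/R 1.35, P/U 0.42. In stroma, equal weight per cell gave antigen R/U 0.28, P/R 0.64, P/U 0.93, Col1a1 R/U -0.91, P/R 0.90, P/U -0.010, MAPK P/R 1.16, P/U 0.24, the TGF-beta list P/R 0.68, P/U 0.32 and Tgm2 P/U 0.39. In immune cells, equal weight per cell gave antigen P/R 0.41, P/U 0.80. Directions changed for the 21 melanocyte genes in tumor cells (R/U) and Col1a1 in stroma (P/U). In tumor cells, TMM scaling gave MAPK P/R 1.28 and antigen P/R 1.48, P/U 0.84. In stroma, TMM scaling gave MAPK R/U -1.19, P/R 1.60, P/U 0.41, antigen R/U 0.14, P/R 0.76, P/U 0.91, Tgfb1 R/U -0.050, P/R 0.75, Col1a1 R/U -1.01, P/R 1.15, P/U 0.14, Tgm2 R/U -0.53, P/R 1.18, crosslinking R/U -1.32, P/R 1.06, P/U -0.26 and the TGF-beta list R/U -0.61, P/R 1.04, P/U 0.43. In immune cells, TMM scaling gave MAPK R/U -1.16, P/R 0.70, P/U -0.47 and antigen R/U -0.19, P/R 0.67, P/U 0.48. Directions changed for Tgfb1 in stroma (R/U) and antigen in immune cells (R/U). In stroma, a denominator without mitochondrial, ribosomal and haemoglobin genes gave MAPK R/U -1.01, P/U 0.32, antigen R/U 0.33, P/R 0.49, P/U 0.82, Col1a1 R/U -0.83, P/R 0.88, P/U 0.053 and the TGF-beta list R/U -0.42, P/R 0.76, P/U 0.34.

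In tumor cells, leaving out the 5% of cells with the most UMIs gave MAPK R/U 0.0098, P/U 1.16, Pdgfa R/U -0.69, P/U 0.46 and antigen P/R 1.44. In stroma, leaving out the 5% of cells with the most UMIs gave Col1a1 R/U -0.90, P/R 0.94, P/U 0.047 and antigen P/R 0.50, P/U 0.88. In immune cells, leaving out the 5% of cells with the most UMIs gave antigen P/R 0.32. Directions changed for MAPK in tumor cells (R/U). In tumor cells, leaving out the 5% with the highest doublet score gave the 21 melanocyte genes R/U 1.15, P/R -2.86, P/U -1.71, antigen P/R 1.45 and the 8 melanocyte genes P/R -1.98. In immune cells, leaving out the 5% with the highest doublet score gave MAPK P/R 0.24, P/U -0.32. In tumor cells, only cells with a transgene UMI gave the 8 melanocyte genes R/U 1.81, P/R -1.88, P/U -0.075, the 21 melanocyte genes R/U 2.47, P/R -2.18, P/U 0.30, MAPK P/R 1.34 and antigen P/R 1.17, P/U 0.63. Directions changed for the 21 melanocyte genes in tumor cells (P/U). In tumor cells, Tumor1 alone gave antigen R/U -0.038, P/R 0.66, P/U 0.62, the 8 melanocyte genes R/U 0.12, P/R -0.45, P/U -0.32, Pdgfa R/U 0.30, P/R 0.23, MAPK P/R 1.48 and the 21 melanocyte genes P/R -1.51, P/U -0.67. Directions changed for Pdgfa in tumor cells (R/U). In tumor cells, Tumor2 alone (4 untreated and 4 progressed cells) gave MAPK R/U -0.75, P/U 0.46, antigen R/U -0.083, P/R 0.92, P/U 0.84, the 8 melanocyte genes R/U -0.45, P/R 2.13, P/U 1.68, the 21 melanocyte genes R/U -0.79, P/R 3.07, P/U 2.28, Pdgfa R/U 2.32, P/R -0.97, P/U 1.35 and Tgfb1 P/R 0.84, P/U 1.94. Directions changed for the 8 melanocyte genes in tumor cells (R/U, P/R, P/U), the 21 melanocyte genes in tumor cells (R/U, P/R, P/U) and Pdgfa in tumor cells (R/U, P/R). In tumor cells, leaving out the pigment-gene-rich cells gave the 8 melanocyte genes R/U -0.20, P/R -0.20 and the 21 melanocyte genes R/U 0.27, P/R -0.94, P/U -0.66. Directions changed for the 8 melanocyte genes in tumor cells (R/U).

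In tumor cells, the median over a list's genes gave MAPK R/U 0.36, P/R 0.82, P/U 0.72, the 8 melanocyte genes R/U 1.39, the 21 melanocyte genes R/U 0.31, P/U -1.67 and antigen P/R 1.09, P/U 0.50. In stroma, the median over a list's genes gave MAPK R/U -0.039, P/R 0.51, P/U 0.24, antigen R/U 0.46, P/R 0.074, P/U 0.36, crosslinking R/U -0.57, P/R 0.59, P/U -0.078 and the TGF-beta list R/U -0.96, P/R 1.32, P/U -0.048. In immune cells, the median over a list's genes gave MAPK R/U 0.89, P/R -0.13, P/U 0.055 and antigen R/U 0.48, P/U 0.81. Directions changed for MAPK in tumor cells (R/U), the TGF-beta list in stroma (P/U) and MAPK in immune cells (R/U, P/R, P/U). In tumor cells, a sum without the list's most abundant gene gave MAPK R/U 0.17, P/R 0.45, P/U 0.62, the 8 melanocyte genes R/U 1.78, P/R -2.98, P/U -1.20 and the 21 melanocyte genes R/U 0.69. In stroma, a sum without the list's most abundant gene gave MAPK R/U -0.23, P/R 0.43, P/U 0.20, antigen R/U 0.71, P/R -0.027, P/U 0.69, crosslinking R/U -0.65, P/R 0.52, P/U -0.12 and the TGF-beta list R/U -0.78, P/R 0.76, P/U -0.025. In immune cells, a sum without the list's most abundant gene gave MAPK R/U 0.26, P/R -0.16, P/U 0.10 and antigen R/U 0.51, P/R 0.11, P/U 0.61. Directions changed for MAPK in tumor cells (R/U), antigen in stroma (P/R), the TGF-beta list in stroma (P/U) and MAPK in immune cells (R/U, P/R, P/U). In tumor cells, a sum without Phlda1 and Dusp6 gave MAPK R/U 0.74, P/R 0.0081. In stroma, a sum without Phlda1 and Dusp6 gave MAPK R/U 0.15, P/R 0.028, P/U 0.18. In immune cells, a sum without Phlda1 and Dusp6 gave MAPK R/U 0.55, P/R -0.38, P/U 0.17. Of these, R/U changed direction in the 3 compartments, and P/R and P/U in immune cells.

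In stroma, the shared clusters weighted equally gave MAPK R/U -0.45, P/R 0.47, P/U 0.015, antigen R/U 0.61, P/R 0.79, P/U 1.40, Tgfb1 R/U -0.45, P/R 0.98, P/U 0.53, Col1a1 R/U -0.12, P/R 0.26, P/U 0.14, Tgm2 R/U -1.71, P/R 2.21, crosslinking R/U -0.79, P/R 0.57, P/U -0.22 and the TGF-beta list R/U -0.59, P/R 0.64, P/U 0.057. Directions changed for Tgfb1 in stroma (R/U). In stroma, adding blood vessel cells gave Col1a1 R/U -0.73, P/R 0.88, P/U 0.15, Tgfb1 P/U 0.46 and crosslinking P/U -0.28. In immune cells, monocytes/macrophages alone gave MAPK R/U -0.34, P/U 0.084 and antigen R/U 0.21, P/R 0.39, P/U 0.60. Directions changed for MAPK in immune cells (P/U).

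In tumor cells, matching on the untreated tumor alone in 10 bins gave percentiles of R/U 94.9, P/R 99.95, P/U 99.98 for MAPK, R/U 11.3, P/U 99.6 for antigen, P/U 3.70 for the 8 melanocyte genes and R/U 99.5 for the 21 melanocyte genes. In stroma, matching on the untreated tumor alone in 10 bins gave percentiles of R/U 41.1, P/R 99.3, P/U 98.9 for MAPK, R/U 97.7, P/R 69.1, P/U 99.9 for antigen, R/U 0.700, P/U 35.0 for crosslinking and P/U 83.8 for the TGF-beta list. In immune cells, matching on the untreated tumor alone in 10 bins gave percentiles of R/U 93.6, P/R 71.4, P/U 22.0 for MAPK and R/U 95.2 for antigen. In tumor cells, a minimum of 20 UMIs gave percentiles of R/U 86.9, P/U 99.8 for MAPK, R/U 7.11, P/U 98.6 for antigen, R/U 99.96, P/U 14.7 for the 8 melanocyte genes and R/U 99.3 for the 21 melanocyte genes. In stroma, a minimum of 20 UMIs gave percentiles of R/U 25.5, P/R 99.7, P/U 97.8 for MAPK, R/U 93.7, P/R 69.0 for antigen, P/U 28.5 for crosslinking and P/U 75.2 for the TGF-beta list. In immune cells, a minimum of 20 UMIs gave percentiles of R/U 90.3, P/R 79.0, P/U 17.7 for MAPK and P/U 99.9 for antigen.

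As shares of all untreated cells, monocytes/macrophages held 14.8%, NK/T cells held 0.977%, neutrophils held 9.55% and mast cells held 0.391%. As shares of all regressed cells, monocytes/macrophages held 10.7%, NK/T cells held 6.39%, neutrophils held 5.80% and mast cells held 2.84%. As shares of all progressed cells, monocytes/macrophages held 11.4%, NK/T cells held 0.846%, neutrophils held 0.0825% and mast cells held 1.75%. With cells of at least 1000 UMIs, regressed NK/T cells held 28.5% and regressed neutrophils 18.0% of immune cells. Without Monocytes2, monocytes/macrophages held 51.0% of untreated, 35.5% of regressed and 57.4% of progressed immune cells. The regressed ratio of stromal to tumor cells was 10.4 with cells of at least 1000 UMIs, 8.96 with transgene-positive tumor cells and 31.4 with Tumor1 alone.

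Depth limits the tumor cells most. Thinning left out 59.5% of the 410 regressed tumor cells, and the untreated tumor held 48 tumor cells with 263922 UMIs, so with plain totals a difference in Tgfb1 or, without the pigment-gene-rich cells, in the 8 melanocyte genes lay within counting error.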

Other observations

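The tests in this part were chosen only after the result was seen, except the test of Retnla within the Macrophages cluster, the cell ratio with at least 1000 UMIs per cell and, for the MAPK list, thinning, TMM scaling, the median with its percentile and the sum without Phlda1, its most abundant gene. Tumor1 alone for the melanocyte lists was also set beforehand. Each explanation is a hypothesis found and tested on the same data.

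The low ratio of stromal to tumor cells in the regressed tumor rests on Tumor2 cells. Droplets with free RNA named as tumor cells are argued against by the transgene, which stood in regressed Tumor2 cells at 35.6 times its CPM in stroma. Tumor1 cells stood at 41.1 times. Shallow cells are argued against as the whole cause, since with at least 1000 UMIs per cell the regressed ratio was 10.4, below 57.8 and 21.9. With Tumor1 alone the ratio was 31.4, and whether Tumor2 is a state of treated tumor cells or a class of 1 library cannot be told apart, because the 3 tumors are also 3 libraries and animals.

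Several explanations for the lower MAPK list in regressed stroma were tested. Under TMM scaling the log2 ratio was -1.19, which argues against RNA composition as the whole cause. Thinned to 1 depth it was -0.88. Thinning keeps the expected proportions of each cell, so it changes only the weight of cells and leaves out shallow ones. It therefore decides little about depth. Phlda1 alone is argued against by other genes that were lower beyond counting error. Under TMM scaling 5 were lower and 2 higher. With plain totals 3 were lower, Dusp6 at -1.31, Fosl1 and Spry4, while 3 were higher. Without Phlda1 the sum was at -0.23 (-0.29 to -0.16) and without Phlda1 and Dusp6 at 0.15 (0.08 to 0.23), where Dusp4, Etv1 and Spry2 offset Fosl1 and Spry4, and the median of the 9 genes was -0.039 at percentile 29.6, so the list as a whole was not lower than matched lists. A weaker response to handling cannot be told apart: the heat shock list stood at percentile 5.24 in stroma, near the edge of matched lists. The immediate early list, whose genes also answer to MAPK signalling, fell as well, with log2 ratios of -0.94 in stroma, -1.35 in tumor cells and -0.55 in monocytes/macrophages for regressed against untreated, and it rose by 0.91, 0.87 and 0.68 for progressed against regressed. A different make-up of stroma clusters also cannot be told apart, since the 4 shared clusters gave -0.45 from 63 regressed cells. Regressed cells were 1537 of 1548 cells in Stroma10 and 310 of 311 in Stroma9. The top genes of both clusters included Mir6240, ID 19791 and the Y-linked Ddx3y. Cluster make-up therefore coincides with library and sex, and it may not be a difference in cell types. Lower MAPK signalling is a biological candidate for the genes that fell, and it leaves those that rose unexplained. The paper states that BRAF inhibitors lower this signalling in mutant cells but prime wild-type cells for activation. The mutant allele is switched on in melanocytes, so direct inhibition by the drug is not a ready cause in stroma. Activation of wild-type cells is a candidate for the genes that rose, and it leaves those that fell unexplained. Neither candidate was tested. In tumor cells the sum without Phlda1 was 0.17 (-0.11 to 0.46), so Phlda1 alone as the source of the lower sum there cannot be ruled out. Of the other genes, 2 were also lower, Dusp6 at -0.89 (-1.37 to -0.40) and Fosl1 at -2.85 (-4.66 to -1.34). Dusp4 (2.70) and Etv1 (1.79) rose and offset them in the sum without Phlda1.

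A few pigment-gene-rich cells as the source of the melanocyte differences were tested on the lists without Dct, Pmel and Tyrp1, the genes by which these cells were chosen. For regressed against untreated this explanation cannot be told apart from a change in all tumor cells: the 6 markers left showed no difference over all tumor cells, at 0.13 (-0.26 to 0.55), and gave -0.26 without the rich cells, and the 18 genes went from 0.39 (0.15 to 0.63) to 0.26 (-0.022 to 0.55), within the counting error of each other. For progressed against regressed it also cannot be told apart for the 6 markers, which went from -0.34 to -0.20 (-0.55 to 0.14). The 18 genes stayed at -0.97 (-1.20 to -0.75) without the rich cells, which argues against these cells as the whole cause there. Lower differentiation at progression is the biological candidate for that remainder. In the untreated tumor these cells held 0 transgene UMIs where the level of the other tumor cells would give 44.2, so they could be cells without the transgene, normal melanocytes among them. In the regressed tumor they held 9 transgene UMIs in 4 cells, 315 CPM (144 to 599), above the 36.7 CPM of stroma and below the 1412 CPM of the other tumor cells, which argues against cells all without the transgene. The 1 such cell of the progressed tumor held 5 transgene UMIs, 1287 CPM (418 to 3004), above the 42.4 CPM of stroma, which argues against the same explanation there. A mixture was not tested.

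The gene with Entrez ID 19791, Mir6240 and Mir6236 were higher in regressed stroma. ID 19791 was higher in each of 9 cell groups, with a lowest log2 ratio of 4.29, which suggests a property of the whole library, possibly in how RNA was captured or degraded. A biological cause was not tested. ID 19791 had no symbol, so what it encodes was not established. The step that left out ribosomal-protein genes by symbol could not apply to it. Mast cell, epidermal and neutrophil genes in regressed monocytes/macrophages stood at no more than 1.56 times their CPM in NK/T cells of that tumor, which is consistent with free RNA of other cell types. Ifitm1, at 16.8 times, is an exception.

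Spp1, Gpi1, Bnip3 and Ero1a were higher in regressed tumor cells. In Tumor2 against Tumor1 cells of the regressed tumor, 15 other hypoxia genes had a log2 ratio of 2.26 (2.07 to 2.47) and stood at percentile 100, which is in line with an oxygen-response program in Tumor2 cells. With at least 1000 UMIs per cell the log2 ratio was 2.12. Free RNA of other types was tested through the share of each cluster's RNA in Tumor2 cells, read from the 20 most abundant of its own genes (at least 10 times their CPM in immune cells, or in stroma for immune clusters). At the upper quartile of their ratios it could give at most 3.20% of the lower limit of any of the 4 genes, over 16 clusters of at least 20 cells, which argues against such RNA as the cause. In Tumor1 cells the 15 genes did not differ between the regressed and the untreated tumor, at 0.085 (-0.17 to 0.34), with a median at percentile 72.3. Time without blood flow before dissociation could raise such genes too, and this was not tested. Over all tumor cells the list rose by 1.93 for regressed against untreated. In stroma its sum rose by 0.065, but its median was 0.56 at percentile 98.6, and for progressed against regressed the median was -0.67 at percentile 0.360, so the program may not be limited to Tumor2 cells. In monocytes/macrophages the sum did not differ beyond counting error for regressed against untreated, at 0.027 (-0.047 to 0.10), with a median of 0.15 at percentile 47.3. For progressed against regressed the sum there was -0.44 (-0.52 to -0.36), with a median of -0.55 at percentile 4.39.

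Tagln, Sfrp5 and Myl9 were higher in progressed tumor cells. The rule that named them left out genes higher in stroma, so their own ratios to stroma say nothing about its RNA. The share of RNA from stroma or vessel cells in progressed Tumor1 cells was read instead from the 20 most abundant own genes of each of 8 clusters with at least 20 cells. At the upper quartile of the ratios such RNA could give at most 13.9% of the lower limit of Sfrp5 and 26.1% of that of Myl9, which argues against free or doublet RNA of these clusters as their source. For Tagln it cannot be told apart, since Stroma3 could give 78.6% of the lower limit at the median ratio and 174% at the upper quartile. A contractile or mesenchymal state of tumor cells is a candidate for Sfrp5 and Myl9 that was not tested.

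Retnla was nearly absent from regressed monocytes/macrophages. The Macrophages cluster made up 51.5% of untreated, 36.0% of regressed and 61.3% of progressed monocytes/macrophages, and within it Retnla stood at 3290, 3.71 (1 UMI in 143 cells) and 3852 CPM. The log2 ratio within the cluster for regressed against untreated was -9.79 (-15.10 to -7.31), which argues against fewer such cells as the cause. The Macrophages cluster held 3981 of 5201 untreated but only 4874 of 19842 progressed Retnla UMIs of monocytes/macrophages. Most progressed Retnla thus lay in Monocytes1 or Monocytes2, which were not tested for it. A change of macrophage state under regression remains possible, and so does a difference between animals or between the sexes, which 1 tumor per group cannot separate.

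Cd207 and H2-M2 were higher in progressed than in regressed monocytes/macrophages, and most of their UMIs lay in Monocytes2, 14.4% of these cells in the regressed and 29.1% in the progressed tumor. Within Monocytes2 their log2 ratios were 3.40 (2.57 to 4.37) and 4.25 (3.11 to 5.71), which argues against more Monocytes2 cells as the whole cause. The change lay in the regressed tumor: within the cluster the log2 ratios were -3.78 (-4.76 to -2.94) and -3.82 (-5.30 to -2.63) for regressed against untreated, and -0.38 (-0.66 to -0.096) and 0.43 (0.07 to 0.81) for progressed against untreated. The cluster may hold dendritic cells, given Ccl17, Ccl22 and Flt3 among its top genes, and a loss of 1 kind or state of them in the regressed tumor remains possible, as does a difference between animals or libraries. None of these was tested.

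Values of the added lists that belong in no comparison of the study are given here without explanation. The heat shock list had log2 ratios for regressed against untreated of 0.41 in tumor cells, -0.10 in stroma and 0.10 in monocytes/macrophages, while its medians in tumor cells (-0.59) and stroma (-0.27) stood at percentiles 3.27 and 5.24. The epidermal list had log2 ratios of 2.64, 2.37 and 2.77 in the same cells.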
